A study of Homo sapiens with 4 samples. Its data were reported in "Thr4 phosphorylation on RNA Pol II occurs at early transcription regulating 3′-end processing" (2024).

How the data were processed

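Small RNA sequencing was used to measure short RNAs in HEK293T cells, a human embryonic kidney cell line, that relied on a transfected version of RPB1, the largest subunit of RNA polymerase II (Pol II). Both versions resisted α-amanitin, a toxin that removes the endogenous enzyme, and both carried a C-terminal domain of 52 heptad repeats. In 52X WT the repeats were of the wild-type kind, and in 52X T4A threonine at the fourth position of the heptads was replaced by alanine. Per the labels, cells received 1.5 µg of plasmid per well and were then kept in 2.5 µg/ml α-amanitin for 72 h, and total RNA was made into single-end libraries of 50 bp reads. Each group had 2 libraries, which the labels present as replicates 1 and 2.

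The authors deposited a table of raw read counts for each library, with no normalization, and each table listed the same 7062 small RNA features with chromosome, start, end, strand and length. How reads were trimmed, aligned and counted was not stated for these libraries, since the methods of the study describe other assays. The genome build was not stated either. The contig names are those of GRCh38, and 4818 features lay at exactly the position of a RefSeq gene of the GRCh38.p14 assembly, so coordinates are given as in the deposited tables and read as GRCh38. Gene names and biotypes came from GENCODE v44lift37 by Ensembl identifier for 5579 features, and from an identical RefSeq position for another 908. The remaining 575 features, which held 5.48% of all counts, kept their identifiers. No coordinates were converted between builds.

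How reads had been assigned was examined in the counts themselves. Features with near-identical sequence at separate loci held near-equal counts: MIR7-1, MIR7-2 and MIR7-3 totalled 989355, 988379 and 988439. Counting a read at every locus it matches would give such values, although the treatment of these reads was not stated. Of 10 pairs of overlapping features on the same strand with 2000 or more counts in a member, 8 held counts within 2% of each other. Strand was respected in at least part of the counting, since MIR103B1 and MIR103B2, which lie opposite to MIR103A1 and MIR103A2, had 0 counts. Among 755 features with a mean of at least 100 counts, 126 fell into 48 sets whose members agreed within 2% in all 4 libraries. The counts of such copies are not independent, and none of the named copies can be told from its relatives.

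Counts were tested with the quasi-likelihood F test of edgeR v4.0.16 in R v4.3.3, after filtering with filterByExpr at a minimum count of 10 and scaling with TMM factors. P-values were adjusted by the Benjamini-Hochberg method (FDR). A feature was called at an FDR below 0.05 and a fold change above 1.5 in either direction, the rule the study applied to its RNA sequencing. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM values, which are counts scaled by library size, were computed with the TMM-scaled library sizes. Classes of at least 5 tested features were compared with the camera test of limma v3.58.1 at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the classes. Classes were set from symbols and biotypes: C/D box and H/ACA box small nucleolar RNAs (snoRNAs), small Cajal body RNAs (scaRNAs), small nuclear RNAs (snRNAs) made by Pol II, transcripts of RNA polymerase III (Pol III), microRNAs (miRNAs) and a class of other features. Features carrying only the generic name Y_RNA fell into the last class, while numbered RNY genes and their pseudogenes were in the Pol III class. Correlations between libraries used log2 CPM with a prior count of 1.

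The features named individually were set by a rule before the data were examined, as were the groups, the tests and most alternatives. They were up to 5 called features with the largest rise and up to 5 with the largest fall, given a mean of at least 10 counts and no overlap between groups, the 3 most abundant features of each class, and SNORD3A, SNORD118, SNORD13, RN7SK, RMRP and RPPH1. RMRP and RPPH1 were not analysed here. Features named outside the rule are marked as such. The alternatives covered the scaling factors, the filter on low counts, DESeq2 v1.42.0, a robust fit, stricter or looser thresholds, the replicate number as a block, fry and an estimated correlation in the class test, removal of the 5 most abundant features and removal of each library in turn. Counting shared reads at a single feature and moving the Y_RNA copies to the Pol III class were added after the data had been seen. Lists of miRNAs typical of muscle, liver and blood were also drawn up after the values had been seen.

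The test was checked on simulated counts with the means, dispersions and library sizes of these data, of which 1433 features passed the filter. Fold changes of 4 were given to 200 features, of those that passed the filter 89% were recovered, and 5 unchanged features were called. At a change of 2-fold the recovered share was 18.9%, so changes of that size would mostly be missed with 2 libraries per group. With no feature changed, 1 was called. When the H/ACA class was shifted by 1 log2 unit, the class test found it and called 0 other classes. Simulated features varied independently, whereas the inter-gene correlation estimated from the data was 0.119 for Pol III transcripts and 0.077 for other features. That check therefore cannot show whether the class test makes false calls when features vary together, nor whether it finds smaller shifts. Tables were handled with pandas v2.3.3 in Python v3.11.15 and plots were drawn with matplotlib v3.10.9.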

Results

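Small RNA libraries were compared between HEK293T cells expressing 52X T4A RPB1 and cells expressing 52X WT RPB1, to ask how small RNA levels differ when the fourth residue of the heptad repeats cannot be phosphorylated. There were 2 libraries of 52X T4A and 2 of 52X WT. The counts assigned to features totalled 16180790 in 52X T4A replicate 1, 27370127 in 52X T4A replicate 2, 16195105 in 52X WT replicate 1 and 19159242 in 52X WT replicate 2. Of the 7062 listed features, 3259 had 0 counts in all 4 libraries. The 5 most abundant features of a library took between 38.2% and 40.2% of its counts.

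Replicates were compared first. Across the 3803 features with any count, the Pearson correlation of log2 CPM was 0.976 between the 52X T4A replicates and 0.970 between the 52X WT replicates. Pairs drawn from different groups gave values from 0.967 to 0.975, so libraries of one group were not clearly closer to each other than to the other group. These correlations are across features, which are not independent replicates. Over the 1508 features with a mean of at least 10 counts, the SD of the log2 ratio was 0.523 between the 52X T4A replicates and 0.781 between the 52X WT replicates. The pairs of 52X WT replicate 1 with the 52X T4A libraries had the widest spread, at 0.855 and 0.857, whereas those of 52X WT replicate 2 had 0.590 and 0.646. The replicates differed by far more than sampling noise, with a chi-square per degree of freedom of 317 for 52X T4A and 560 for 52X WT, and were treated as separate samples.

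The libraries were dominated by miRNAs. These took 73.1% ± 3.14 of counts in 52X T4A and 68.4% ± 6.98 in 52X WT (mean ± SD, n = 2 here and for the shares that follow). Pol III transcripts took 12.5% ± 2.3 and 15.4% ± 4.15, and C/D box snoRNAs 4.28% ± 0.392 and 4.16% ± 0.808. The H/ACA box snoRNA share was 0.0881% ± 0.00855 in 52X T4A and 0.0796% ± 0.0157 in 52X WT. In these 4 classes the libraries of the groups overlapped. The groups did not overlap for the class of other features, at 9.77% ± 0.448 in 52X T4A and 11.7% ± 2.01 in 52X WT. The margin was narrow, from 10.1% in 52X T4A replicate 1 to 10.2% in 52X WT replicate 2, and without 52X WT replicate 1 the difference shrank from −1.9 to −0.476 percentage points. The groups also did not overlap for scaRNAs, at 0.189% ± 0.00685 and 0.141% ± 0.00155, or for Pol II snRNAs, at 0.108% ± 0.000128 and 0.0816% ± 0.000895. With 2 libraries per group, an exact two-sided permutation test cannot give a p-value below 1 in 3. No other test was made of the shares either. In size the differences exceeded the replicate spread for scaRNAs (0.0478 against 0.00496 points), Pol II snRNAs (0.0268 against 0.000639) and other features (−1.9 against 1.46). They were within it for miRNAs, Pol III transcripts, C/D box snoRNAs and H/ACA box snoRNAs. Most scaRNA counts came from SCARNA15 on chromosome 15, at 1406 CPM in 52X T4A and 1112 CPM in 52X WT. The next most abundant scaRNA, SCARNA6, was at 62.73 and 72.42 CPM. Of 22 tested scaRNAs, 11 had a log2 fold change above 0, so the share does not show a rise of the class. The largest move in percentage points came from leaving out a library, for miRNAs. Their difference of 4.64 points became −0.289 without 52X WT replicate 1 and 9.58 without 52X WT replicate 2. The scaRNA and Pol II snRNA differences, of 0.0478 and 0.0268 points, moved most when the 5 most abundant features were removed, to 0.082 and 0.0461.

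Differential abundance was tested for 1480 features, which held 99.97% of counts. The biological coefficient of variation was 26%. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 features were called, 1 higher and 1 lower in 52X T4A. The next smallest FDR was 0.123. At an unadjusted p-value below 0.05 there were 152 features, 59 higher and 93 lower, against 74 expected by chance. The balance of directions depended on the scaling. With upper quartile factors 108 were higher and 54 lower, and with library size alone 116 and 68. With factors from Pol III transcripts alone 14 were higher and 229 lower, and the remaining factors also gave more lower than higher. The groups did not overlap in CPM for 594 features, or 40.1% of those tested, where chance gives 33.3%. The alternative that moved the number of calls most was the absence of a filter on low counts, which gave 29. Scaling with factors from miRNAs alone gave 0 calls, with 143 features at an unadjusted p-value below 0.05.

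**Figure D1:**
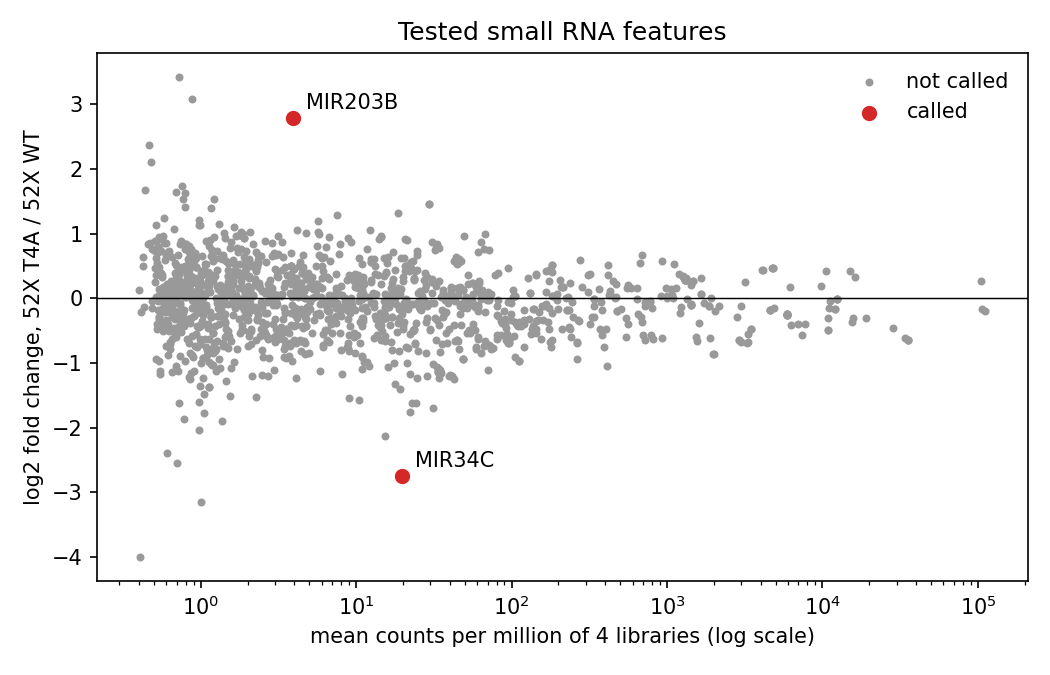
Log2 fold change of 52X T4A over 52X WT (vertical axis) against the mean CPM of the 4 libraries (horizontal axis, log scale), with a point for each of the 1480 tested features. The 2 called features, in red, are MIR203B at 2.79 and MIR34C at −2.74, and several features of lower abundance have changes of similar size without being called.

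The feature lower in 52X T4A was MIR34C (ENSG00000207562.3), the gene of a miRNA precursor on chromosome 11 from 111513439 to 111513515 on the plus strand (GRCh38). In GENCODE v44lift37 it overlaps an exon of the long noncoding RNA gene MIR34BHG on the same strand and an intron of the protein-coding gene BTG4 on the opposite strand. Its counts were 81 and 163 in the 52X T4A libraries and 580 and 548 in the 52X WT libraries. These correspond to 5.14 ± 0.0318 CPM in 52X T4A and 34.4 ± 7.52 CPM in 52X WT (SD, n = 2). The log2 fold change was −2.74 with a standard error of 0.34, and the adjusted p-value of edgeR's quasi-likelihood test (Benjamini-Hochberg) was 0.0258. With factors from miRNAs alone the adjusted p-value of that edgeR test was 0.0702, outside the threshold, for MIR34C and for MIR203B.

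The feature higher in 52X T4A was MIR203B (ENSG00000283165.1), a miRNA precursor gene on chromosome 14 from 104117418 to 104117503 on the minus strand (GRCh38). It had 101 and 233 counts in the 52X T4A libraries, and 15 and 18 in the 52X WT libraries, so its level in 52X WT rests on few reads. The level was 6.88 ± 0.706 CPM in 52X T4A and 0.992 ± 0.0508 CPM in 52X WT (SD, n = 2). The log2 fold change was 2.79 with a standard error of 0.38, and the adjusted p-value of edgeR's quasi-likelihood test (Benjamini-Hochberg) was 0.0261.

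Relatives of the called features were looked up after their values had been seen. MIR34A, on chromosome 1 from 9151668 to 9151777, had a log2 fold change of −0.48 with a standard error of 0.25 and was not called (edgeR, Benjamini-Hochberg adjusted p 0.479). MIR34B, which lies beside MIR34C on chromosome 11, had 0 and 1 counts in the 52X T4A libraries and 2 and 4 in the 52X WT libraries, too few to be tested. MIR203, which overlaps MIR203B on the opposite strand, had a log2 fold change of 0.12 with a standard error of 0.34 (edgeR, Benjamini-Hochberg adjusted p 0.944).

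**Figure D2:**
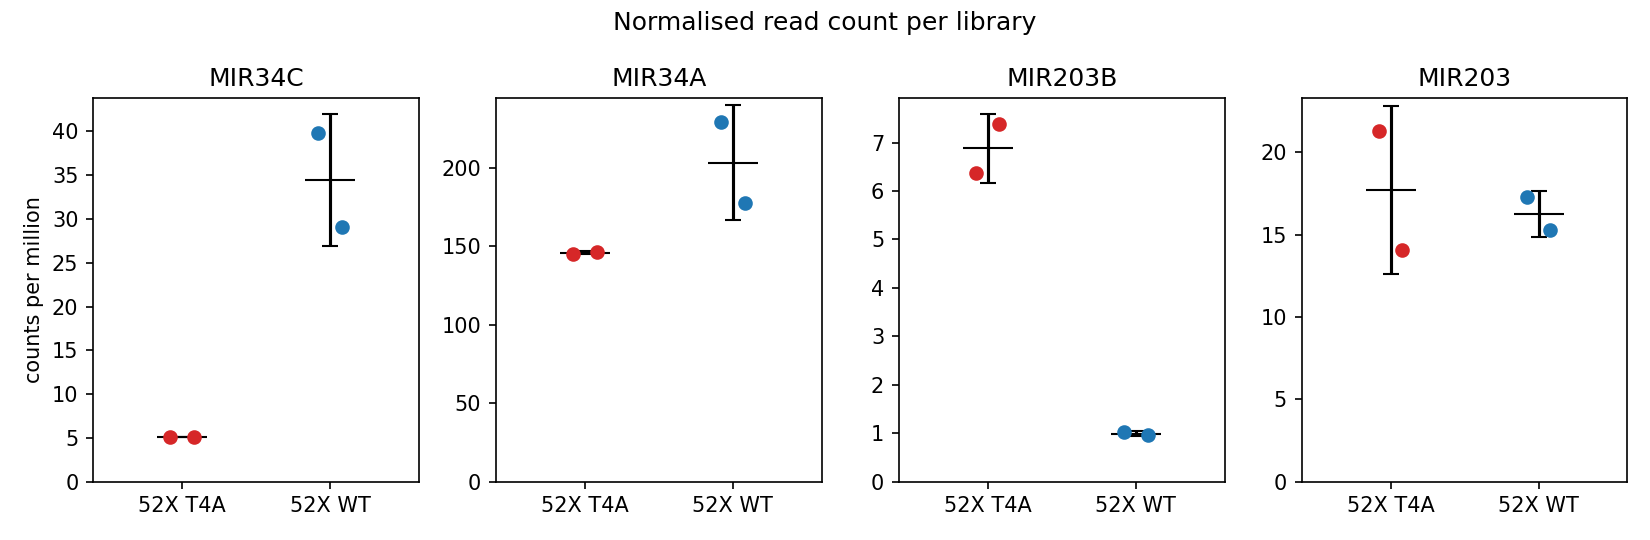
CPM in each library (points, vertical axis) for MIR34C, MIR34A, MIR203B and MIR203, with the mean (horizontal line) and SD (error bar) of the 2 libraries of each group. For MIR34C both 52X T4A libraries lie near 5 CPM and both 52X WT libraries at 29.1 CPM or more, whereas the groups overlap for MIR203.

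The other 26 features named by the rule had log2 fold changes from −0.64 to 0.96, with 12 above 0, and none was called (edgeR, smallest Benjamini-Hochberg adjusted p 0.367). Among the snoRNAs with promoters of their own, SNORD3A changed by 0.07, SNORD118 by −0.17 and SNORD13 by 0.27, with standard errors of 0.23, 0.25 and 0.3. RN7SK, present under a pair of overlapping identifiers with the same counts, changed by −0.05 with a standard error of 0.32. The sign of the change of SNORD118 and of RN7SK turned when libraries were scaled by their size alone. Listed lengths ran from 104 nt for SNORD13 to 699 nt for SNORD3A, while reads were 50 bp. Counts at such features in small RNA libraries need not follow the level of the full-length RNA. The most abundant miRNAs were MIR10A, MIR10B and MIR148A. MIR10A was at 104000 ± 8130 CPM in 52X T4A and 119100 ± 8774 CPM in 52X WT (SD, n = 2), with a log2 fold change of −0.20 ± 0.18 (SE). MIR148A differed more between replicates than between groups, with 68413 and 121691 CPM in the 52X WT libraries and a log2 fold change of 0.27 ± 0.3 (SE). MIR10A and MIR10B had similar totals of 8975356 and 8577709 counts, and their separate levels are uncertain because reads counted at both cannot be excluded.

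Among Pol II snRNAs, the 3 most abundant features were copies of U2: RNU2-2P (chromosome 11 from 62841619 to 62841809), RNU2-36P (chromosome 9 from 86422938 to 86423128) and RNU2-14P (chromosome 14 from 65124352 to 65124542). Their log2 fold changes were 0.74, 0.87 and 0.96, each with a standard error of 0.31, and none was called (edgeR, Benjamini-Hochberg adjusted p of 0.448, 0.398 and 0.367). The most abundant Pol III transcript, RNY4 (ENSG00000252316.1, chromosome 7 from 148963315 to 148963410), was at 27840 ± 9819 CPM in 52X T4A and 43480 ± 16870 CPM in 52X WT (SD, n = 2). Its log2 fold change of −0.64 ± 0.31 (SE) was not called (edgeR, Benjamini-Hochberg adjusted p 0.467), and without 52X WT replicate 1 it was −0.28. Without a filter on low counts RNY4 was called, with an adjusted p-value of 0.00152 in edgeR's test. It was also called with the replicate number as a block, at −0.63 and an adjusted p-value of 0.0372 in that test. The labels do not say that the numbers pair the libraries. Over the alternatives the adjusted p-value of RNY4 ran from 0.00152 to 0.845. The most abundant scaRNA, SCARNA15 (chromosome 15 from 82755945 to 82756071), had a log2 fold change of 0.34 ± 0.2 (SE) and was not called (edgeR, Benjamini-Hochberg adjusted p 0.521).

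Whether a whole class moved was then tested with camera. The class of other features, 304 in number, was lower in 52X T4A, with a median log2 fold change of −0.18 and 202 features below 0 (camera, Benjamini-Hochberg FDR 0.000425). The 163 Pol III transcripts were higher, with a median of 0.14 and 104 features above 0 (camera, FDR 0.0137). Their mean share of counts was nonetheless lower in 52X T4A, and the 3 most abundant of them, RNY4, RNY4P10 and RNY4P7, had log2 fold changes of −0.64, −0.64 and −0.62. H/ACA box snoRNAs had a median of 0.13 (camera, FDR 0.0966) and C/D box snoRNAs of −0.18 (FDR 0.318). The C/D box median was 0.10 without 52X WT replicate 1 and −0.56 without 52X WT replicate 2. The medians were −0.02 for 621 miRNAs (FDR 0.331), 0.02 for 22 scaRNAs (FDR 0.331) and −0.05 for 88 Pol II snRNAs (FDR 0.848). Neither call held under fry, with an FDR of 0.79 for every class, or with an inter-gene correlation estimated from the data, with an FDR of 0.863 for both. Both calls were also lost when the copies named Y_RNA were counted as Pol III transcripts, an alternative chosen after the data had been seen, which gave an FDR of 0.733 for other features and 0.348, with a lower direction, for Pol III transcripts. Without 52X WT replicate 1 the Pol III median was 0.05, and with factors from Pol III transcripts alone, which lowered the median of all tested features from −0.05 to −0.31, it was −0.12. Under those factors the class remained higher relative to the other features (camera, FDR 0.00709).

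**Figure D3:**
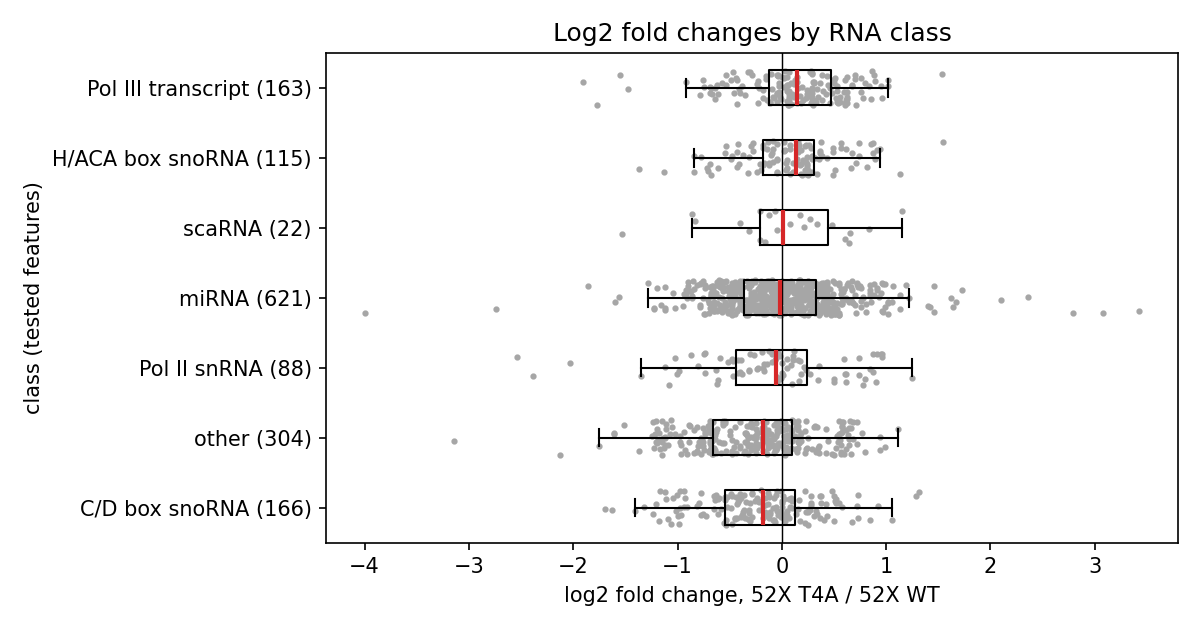
Log2 fold changes of 52X T4A over 52X WT (horizontal axis) for the tested features of each class (points, with the number of features in brackets); boxes span the quartiles, red lines mark medians and whiskers reach the farthest point within 1.5 box lengths. The medians run from −0.18 for C/D box snoRNAs and other features to 0.14 for Pol III transcripts, all boxes include 0, and with factors from Pol III transcripts alone, which lower all medians, the Pol III median turns to −0.12.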

Values the study reported

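In mRNA sequencing of cells expressing the same pair of RPB1 constructs, after 48 hours of α-amanitin, the study reported 996 genes lower and 257 genes higher in 52X T4A than in 52X WT, at a fold change above 1.5 and an adjusted P value under 0.05. The study also overlapped its ChIP-seq peaks of Thr4-phosphorylated Pol II with small RNA genes, and found such peaks at 459 of 2273 snoRNA and miRNA sequences (20%).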

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

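Counting one feature per set of shared reads, and moving the Y_RNA copies to the Pol III class, were alternatives chosen after the data had been seen, and the others were planned. The number of called features was 2 with RLE factors, upper quartile factors, a minimum mean of 10 counts, a robust fit, no fold change threshold, removal of the 5 most abundant features, or one feature per set of shared reads. It was 9 with library size alone (5 higher and 4 lower), 8 with factors from snoRNAs alone (3 higher and 5 lower), 29 without a filter (7 higher and 22 lower) and 28 with DESeq2 (3 higher and 25 lower). It was 0 with factors from miRNAs alone, where 143 features had an unadjusted p-value below 0.05, and 0 at an FDR below 0.01, where 152 did. Both features were among the calls of DESeq2 and of the robust fit. At an unadjusted p-value below 0.05, the main setting had 59 features higher and 93 lower, upper quartile factors 108 and 54, and library size alone 116 and 68. Factors from Pol III transcripts alone, planned for the class tests only, gave 0 calls, with 243 features below that p-value (14 higher and 229 lower). The cause was not tested for any of these changes.

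With the replicate number as a block there were 18 calls (5 higher and 13 lower), which included both features. The block also called RNY4, RNY4P10 and the most abundant Y_RNA copy lower (FDR 0.0372 each), MIR1-1 and MIR1-2 higher (FDR 0.03 each) and the U2 copies RNU2-22P at −2.59 (FDR 0.0149) and RNU2-58P at −2.04 (FDR 0.0481) lower. The numbers are not known to pair the libraries: the deviations of same-numbered libraries had a correlation of 0.095 across features. Under the block SNORA51 turned to −0.03.

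Leaving out a library left an arm of 1 and gave fold changes but no calls. The log2 fold change of MIR34C then ranged from −2.94 to −2.54 and that of MIR203B from 2.53 to 2.84. Of 455 comparisons of 29 named features with an alternative, 427 kept their direction and side of the threshold or moved within the replicate spread, 2 became weaker, 7 stronger, 12 moved and 7 reversed. The weaker ones were the 2 called features with factors from miRNAs alone. The stronger ones were RNY4, RNY4P10, RNY4P7 and the Y_RNA copy without a filter, and 3 of these 4 under the block. The reversals besides SNORA51, with all 4 libraries in the fit, were SNORD1B at 0.12 and RN7SK at 0.11 with upper quartile factors, and SNORD1B at 0.12, MIR10B at 0.02, RN7SK at 0.13 and SNORD118 at 0.02 with library size alone. Leaving out a library changed the sign of 10 named features, none of them called, in 15 cases. In 3 of these the change exceeded the replicate spread: SNORD69 went from −0.29 to 0.50 without 52X WT replicate 1, and SNORD43 from 0.25 to −0.19 and MIR203 from 0.12 to −0.21 without 52X T4A replicate 1. The median of all tested features was −0.05 in the main setting, 0.13 with upper quartile factors, 0.14 with library size alone and −0.31 with factors from Pol III transcripts alone, so changes of that size depend on the scaling.

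In the class tests, fry gave an FDR of 0.79 for each class, which removed the calls of other features and Pol III transcripts and turned the direction of miRNAs and Pol II snRNAs. An estimated correlation gave 0.863 for other features and for Pol III transcripts. With the Y_RNA copies moved, the FDR was 0.733 for other features and 0.348 for Pol III transcripts, whose median turned to −0.05. Factors from Pol III transcripts alone brought H/ACA box snoRNAs to an FDR of 0.0395 while shifting their median to −0.15, and gave medians of −0.34 for Pol II snRNAs, −0.12 for Pol III transcripts (reversed, although the camera test still placed them above the other features, at an FDR of 0.00709), −0.28 for miRNAs, −0.44 for other features and −0.25 for scaRNAs. Library size alone gave 0.33 for Pol III transcripts, 0.16 for miRNAs and 0.01 for other features (reversed), and upper quartile factors 0.32 for Pol III transcripts and 0.14 for miRNAs. Over the 4 fits that each left out a library, the median ran from 0.05 to 0.22 for Pol III transcripts, from −0.15 to 0.03 for miRNAs, from −0.07 to 0.21 for H/ACA box snoRNAs and from −0.56 to 0.10 for C/D box snoRNAs. It ran from −0.34 to −0.18 for other features, from −0.17 to 0.01 for Pol II snRNAs and from −0.03 to 0.21 for scaRNAs. The shifts of medians under other factors follow from the change of scale, and the cause of the other changes was not tested.

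Without the 5 most abundant features the difference in share was 0.0461 percentage points for Pol II snRNAs and 0.082 for scaRNAs, as the total is then smaller. Over the fits that each left out a library, the difference ran from −0.289 to 9.58 percentage points for miRNAs, from −5.88 to −0.0179 for Pol III transcripts and from −3.32 to −0.476 for other features, in each case between the fits without 52X WT replicate 1 and without 52X WT replicate 2. Over features with a mean of at least 10 counts, the replicate correlation was 0.990 for 52X T4A and 0.978 for 52X WT. Pairs from different groups gave 0.984 and 0.987 with 52X WT replicate 2, and 0.973 with 52X WT replicate 1. With 2 libraries per group, the simulated recovery of 18.9% at 2-fold limits what the low number of calls can say about changes of that size.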

Other observations

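The test of miRNA position relative to protein-coding genes and the count of other splits of the libraries were set before their results were seen. The same holds for edgeR's main test, DESeq2, the scaling factors, the replicate number as a block and the removal of each library. Factors from Pol III transcripts were set beforehand for the class tests only. The use of those fits to weigh an explanation, and all other tests below, were chosen after the values they concern had been seen.

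The 4 libraries can be split into 2 and 2 in 3 ways. The split by construct gave 2 called features and the others gave 0 each, with 93 and 20 features at an unadjusted p-value below 0.05 against 152. Thus 1 of the 3 splits, the real one, gave as many calls. That share cannot fall below 1 of 3 whatever the data, so this count cannot decide whether the calls arose by chance.

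MIR34C was lower and MIR203B higher in 52X T4A. Reads of a related or overlapping miRNA were weighed as a source. MIR34A fell by 0.48 on the log2 scale, far less than MIR34C at −2.74, and MIR203 on the opposite strand changed by 0.12 against 2.79 for MIR203B, in both cases a gap of more than 2 standard errors of the difference. These values argue against reads counted at the wrong relative. Chance variation between libraries was weighed by edgeR's quasi-likelihood test, which gave adjusted p-values (Benjamini-Hochberg) of 0.0258 for MIR34C and 0.0261 for MIR203B. With a library left out, the log2 fold changes stayed between −2.94 and −2.54 and between 2.53 and 2.84. Both features were picked for their difference in these same libraries, so this stability says little about chance. The adjusted p-values of that test depended on the scaling. They were 5.03e-06 (MIR34C) and 0.000247 (MIR203B) with factors from snoRNAs alone, and 0.0702 for both with factors from miRNAs alone. Simulated counts with no feature changed gave 1 call. The adjusted p-values thus speak against chance variation as the whole reason but do not exclude it. An effect of the construct was not tested apart from other differences between the groups.

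Most of the features called lower by DESeq2 were Y RNA copies: 20 of 25 carried the name Y_RNA, a name held by 202 tested features. It was asked whether a few pools of reads counted at many copies may lie behind this. For 99 Y_RNA features with a mean of at least 100 counts, the split of counts over the 4 libraries was compared by chi-square. The median feature had 14 other Y_RNA features whose split was within sampling noise of its own. Equality of the counts themselves was not part of this measure. For 99 miRNAs matched on mean count the median was 10, so the test did not separate the families clearly. Shared reads and separate loci that change together cannot be told apart by this measure.

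The lower direction of the class of other features may rest on the same copies. Without the features named Y_RNA, the camera FDR of the remaining 102 features was 0.733. Of 100 random removals of as many features of the class, 0 reached that value, although 33 lost the call. The Y_RNA copies had a median log2 fold change of −0.31 in the main setting, between −0.56 and −0.10 over the scalings. The higher direction of the Pol III class may likewise rest on single families. Its camera FDR was 0.08 without the 23 RNA5S copies and 0.207 without the 48 RN7SL copies, so the call was lost in both cases. Of 100 random removals of as many features, 1 and 0 gave an FDR as high. The call alone was lost in 6 and 31 of them, so for RN7SL the loss of the call says less than the FDR. Without the 32 RNU6 copies the FDR was 0.0599, and of 100 random removals 10 gave an FDR as high and 12 lost the call. Without the 24 RNY features the call became stronger, at an FDR of 0.000429. Removed features stayed in the background of the test. The RN7SL features had a median of 0.41, between 0.14 and 0.56 over the scalings, while the RNY features of the same class had a median of −0.37, between −0.64 and −0.17. An effect of the construct on any of these families was not tested.

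RNY4 was lower in 52X T4A, and the high level in 52X WT replicate 1 is a candidate explanation. Without that library its log2 fold change was −0.28, within the replicate spread of 0.55. Without 52X T4A replicate 2 it was −0.35, also within the spread, and without either of the other libraries it was −1.0 or −1.04. The level was 34786 and 20901 CPM in the 52X T4A libraries and 55411 and 31553 CPM in the 52X WT libraries, so replicate 1 was the higher in both groups. If the numbers paired the libraries, the fall would be similar within each pair, and the fit with the replicate number as a block, described above, called RNY4. The labels do not say that the numbers pair the libraries, so a high 52X WT replicate 1 and an effect of the construct cannot be told apart.

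The copies of U2, taken as the features with an RNU2 symbol, were summed. Their sum was higher in 52X T4A, by 0.72 on the log2 scale with a replicate spread of 0.26. Any U2 copy listed under another name was left out. The summed levels were 599 and 490 CPM in the 52X T4A libraries and 282 and 383 CPM in the 52X WT libraries. Over the scalings the lowest value was 0.45, and with one library left out the lowest was 0.50, without 52X WT replicate 1. Both exceed the spread, which argues against the choice of factors or a single library as the whole reason. The summed copies of U1 changed by −0.06 with a spread of 0.27, which argues against a rise of all spliceosomal RNA fragments. The summed value is led by the abundant copies, as 16 of the 30 tested features with that symbol were above 0 with a median of 0.03. A read that matches several copies enters the sum more than once, and no U2 copy was called higher. Some copies of low count went the other way, such as RNU2-22P at −2.54 and RNU2-58P at −2.03, neither of them called in the main test. Whether this reflects the construct, RNA breakdown or library preparation remains open.

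MIR1-1 and MIR1-2, which share reads, were higher in 52X T4A, with 46.6 and 39.9 CPM against 15.1 and 16.4 CPM for MIR1-1. Its log2 fold change of 1.46 was not called in the main test (edgeR, Benjamini-Hochberg adjusted p 0.186). It was called by DESeq2, at an adjusted p of 0.00163, and by edgeR with library size alone, and over the scalings edgeR's adjusted p ran from 0.0177 to 0.251. MIR133A1 had 0.63 and 0.92 CPM against 0.14 and 0.16 CPM. RNA from muscle could be a source. Of 11 miRNAs listed for muscle, 7 were tested, and 5 of these were higher in both 52X T4A libraries, but 4 of the 5 are the MIR1 and MIR133A copies that prompted the list. Of the 3 others tested, 1 was higher in both, MIR499A at 0.43, and their median was −0.65, the value of the MIR486 copies. MIR206, at 1.9 and 0.19 CPM against 0.07 and 0.05 CPM, and MIR133B, with 3 counts in all, were also higher in both 52X T4A libraries but had too few counts to be tested. The MIR486 copies are also the 2 members shared with the blood list, and their level in 52X WT is high enough to hide a small addition. For comparison 1 of 3 tested miRNAs of the liver list and 2 of 4 of the blood list were higher in both, with medians of −0.12 and 0.04. The 2 blood miRNAs that rose were MIR142 at 0.73 and MIR150 at 1.73 on the log2 scale. The other 2 were the MIR486 copies, whose near-equal counts are not independent, so the blood list is a weak comparison. In both 52X WT libraries 8 of the muscle list had counts, some of them a few reads, and whether the cells make them was not tested. Muscle RNA and expression by the cells themselves cannot be told apart with so few members.

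The miRNAs that lie inside a protein-coding gene on the same strand were compared with those that do not. The second set includes miRNAs in other kinds of gene, such as MIR34C in MIR34BHG. Whether those depend less on the repeats was not tested, so the contrast cannot tell how the construct acts on miRNAs. A position in GENCODE v44lift37 was found for 81.3% of the tested miRNAs. The 290 inside a gene had a median log2 fold change of −0.07 and the 215 outside one of 0.03. The camera p-value of 0.333 gave no evidence of a difference between the sets.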
